A study of Mus musculus with 8 samples. Its data were reported in "Oligodendrocyte Piezo2 is a regulator of age-dependent myelin integrity and dysregulated in multiple sclerosis" (2026).

How the data were processed

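Retinal nuclei were profiled by single-nucleus RNA sequencing (snRNA-seq) on a 10x Chromium 3′ droplet platform, in which each droplet carries a barcode and each captured RNA molecule a unique molecular identifier (UMI). There were 8 libraries, 4 from Piezo2f/f control mice (replicates 1 to 4) and 4 from Olig2-cre;Piezo2f/f mice (cKO, replicates 10 to 13). In Piezo2f/f mice both copies of Piezo2 are floxed, so that Cre recombinase can remove part of the gene, and Olig2-cre expresses Cre in cells of the Olig2 lineage. Each library pooled 6 retinae at postnatal day 120, and nuclei had been sorted with antibodies against RBPMS and NeuN to enrich retinal ganglion cells (RGCs). Groups and replicate numbers were taken from the sample labels. The labels gave no batch or date, and the replicate numbers of the groups did not overlap.

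The authors deposited raw UMI counts per gene and barcode for each library, with every observed barcode listed rather than called nuclei. Per the study's methods, the authors made these counts with Cell Ranger and its GRCm39 mouse reference. Their later steps were removal of free RNA by CellBender, quality filters, doublet removal by DoubletDetection, integration by scVI and pseudobulk tests by PyDESeq2. None of these later steps was present in the deposited counts, and no cell annotation was used here. The steps were rebuilt with other tools, so a difference from the study may come from rebuilt nuclei, clusters and names.

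Barcodes were called as nuclei in 2 steps. The order-of-magnitude step kept barcodes with at least 10% of the 99th percentile UMI total of the top 8000 barcodes. An ambient-profile test then added barcodes with at least 500 UMIs whose profile differed from that of empty droplets at an adjusted p of at most 0.001 over 10000 simulations, with empty droplets taken from barcode ranks 45000 to 90000. Nuclei were removed with under 200 genes, over 5% mitochondrial UMIs, or beyond 5 median absolute deviations in log counts, log genes or the share of the top 20 genes, or beyond 3 in mitochondrial share. Of 12695972 barcodes listed, 45849 were called and 9587 were removed by these filters. Doublets were scored with Scrublet as implemented in scanpy, and in each library the highest-scoring 0.8% per 1000 nuclei were removed, 1372 nuclei or 3.78% in all. The threshold that Scrublet set by itself marked 240 nuclei, 0.662% in all and 0.298% in control libraries, and was not used. After these steps 34890 nuclei remained, 15870 control and 19020 cKO.

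Counts were scaled to 10000 per nucleus and log-transformed. The 2000 most variable genes were chosen within libraries, with Piezo1, Piezo2, Olig2, Chrm1, Chrm2 and Chrm3 kept out. Genes were standardised within each library and limited to 10 SD, and 30 principal components, 15 neighbours and a shared-neighbour graph with at least 2 shared neighbours were passed to Leiden clustering at resolution 0.7 with 4 iterations. Of 58 clusters, 56 were named from marker genes of 11 cell types fixed before the data were examined. A marker counted when it had a UMI in at least 10% of the nuclei of a cluster and a mean of at least 5 times its 10th percentile over clusters. A name needed at least 3 such markers and was the class with the highest mean relative level. A cluster was left unnamed where no class met this, where more than 5 of its 10 leading genes (those with a UMI in at least 50% of its nuclei) were highest in another class, where over 50% of its nuclei came from 1 library, or where the median UMI count of its libraries was over 3 times its own and no own marker was among the 10. The scoring rules were revised after cluster tables, which held Piezo2 levels, had been seen and before any test between groups was run. The single Müller glia-like cluster had an endothelial marker, Flt1, and no Müller glia marker among its 10 leading genes by fold, so it is compared as cluster 2. Named classes are called "-like" throughout.

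UMI counts were summed per library and class. A library entered a test with more than 10 nuclei and more than 1000 counts of a class. Summed counts were compared with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F test, TMM normalisation, filterByExpr, Benjamini-Hochberg adjustment), and a gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 0.5. DESeq2 1.42.0 (Wald test) was the alternative. The genotype comparison had genotype as the only term. RGC-like nuclei of control libraries with at least 1 Piezo2 UMI (Piezo2-positive) were compared with those without (Piezo2-negative), with Piezo2 status as the only term and Piezo2 left out of the counts of calls. The interaction of Piezo2 status and genotype was fitted over both sums of all 8 libraries with the library as a block. Levels are CPM, the UMIs of a gene per 1000000 UMIs of the summed counts of a class in a library. Levels and shares were compared by two-sided exact permutation tests over 70 assignments between groups, where the smallest possible p is 0.0286, or by paired sign flips within libraries, where 4 pairs allow no p below 0.125 and 8 pairs none below 0.00781. For shares of nuclei with a UMI, each nucleus was thinned to 2000 UMIs and shallower nuclei were left out. Other software was python 3.11.15, scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19 and matplotlib 3.10.9.

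Genes named in the text came from a fixed list of 19 genes (1 of them is not reported here, and the others were Piezo1, Piezo2, Olig2, Chrm1, Chrm2, Chrm3, Foxp2, Neurod2, Tbr1, Jam2, Spp1, Opn4, Eomes, Cartpt, Lama2, Cacna2d3, Pde3a and Xist) and, per comparison, up to 5 called genes with the largest rise and 5 with the largest fall. The latter had a mean of at least 10 CPM and changed the same way in every library pair, or had groups that did not overlap. Part of the fixed list, Chrm1 and Chrm2 among it, was chosen from what the study reported on these samples, so a count over the list is not independent evidence. Gene positions are those of GENCODE vM39 on GRCm39. The authors' assembly is the same, but their annotation release may differ, and no position entered a test.

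The tests, groups, markers, named-gene rule and most alternatives were fixed before the data were examined. The alternatives were nuclei from the order-of-magnitude step alone, every barcode with at least 1000 UMIs, no doublet removal, Leiden resolution 1.4, no centring within libraries, subtraction of free RNA, RLE size factors, DESeq2, no filter on low counts, the free-RNA share as a covariate, adjusted p alone, a change in the library block, thinning to 2000 UMIs, all 8 libraries for levels across classes, unnamed clusters in the denominator of shares, and leaving out each library in turn. For the subtraction, free-RNA UMIs per nucleus were estimated in each library from 9 rod genes in RGC-like nuclei and multiplied by the number of nuclei and the profile of empty droplets. The bipolar-like class, the comparison of genotypes within Piezo2-positive nuclei, the comparison of Piezo1 in cluster 2 with classes other than RGC-like, and a threshold of 50 CPM for RGC-like clusters high in Piezo2 were added after the data were seen. For the closing section, gene lists were written for lens fibre cells (16 genes), sterol synthesis (24), immediate early response (17) and cones (6), and list values are means of log2(CPM + 1).

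Each model was tested on simulated counts drawn from the means and library sizes of the real genes, with 200 genes changed 2-fold. It called 74.5% of these in RGC-like nuclei (18167 genes), 73.5% in amacrine-like (13748), 57.0% in bipolar-like (9217), 47.0% in photoreceptor-like (7581) and 44.0% in cluster 2 (8582). For Piezo2 status the figure was 76.0% (15669 genes) and for the interaction 56.5% (17409). Between 5 and 9 unchanged genes were called in these runs, and with no changed gene 0 or 1 was called. The simulated counts were drawn independently for each gene and sum, without differences between libraries that many genes share. Splits of the real libraries other than by genotype gave up to 174 calls in photoreceptor-like and 90 in amacrine-like nuclei. The simulated rates may therefore not carry over to the real libraries. No pair of libraries within a group was a duplicate, since chi-square per degree of freedom between pairs was 3.64 or more. The precision is limited by 4 libraries per group and, for low genes such as Piezo2, by the number of UMIs, which is given beside its levels. Classes with fewer nuclei, horizontal-like and astrocyte-like, entered no test across genes.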

Results

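To examine where Piezo1 and Piezo2, which encode mechanically activated ion channels, are expressed in the adult mouse retina, and whether deletion of Piezo2 in Olig2-lineage cells altered gene expression there, snRNA-seq was performed on sorted retinal nuclei of Piezo2f/f control mice (n = 4 libraries) and Olig2-cre;Piezo2f/f mice (cKO, n = 4 libraries). Total depth was 35697629, 60088630, 48297520 and 35962400 UMIs in control replicates 1 to 4 and 47128468, 37512524, 52878043 and 45288709 UMIs in cKO replicates 10 to 13. Control libraries listed 6202417 barcodes, of which 15870 were kept as nuclei once quality filters and doublet removal had been applied. The mean was 3967.5 nuclei in a library and 2789.7 genes in a nucleus. In cKO libraries 19020 of 6493555 barcodes were kept, with means of 4755 nuclei in a library and 2519.5 genes in a nucleus. Depth per nucleus was uneven, with a median of 3662, 7491, 6230.5 and 9484 UMIs in control replicates 1 to 4 and 4511, 4181, 6061 and 5627 UMIs in cKO replicates 10 to 13.

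Marker genes named 56 of 58 clusters. RGC-like nuclei were the most numerous with 22504 nuclei in 35 clusters, followed by amacrine-like (4178 in 10), photoreceptor-like (2529 in 2), bipolar-like (1906 in 6), cluster 2 with Müller glia markers (1635), horizontal-like (345) and astrocyte-like nuclei (74). The other 2 clusters, 3 and 55, held 1719 unnamed nuclei.

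The targeted gene was examined first in each library. In RGC-like nuclei, Piezo2 (chromosome 18, 63143284 to 63520260, minus strand, GRCm39) was detected at 16.9, 13.7, 14.3 and 12.0 CPM in control replicates 1 to 4, from 252, 437, 345 and 230 UMIs. In cKO replicates 10 to 13 it was at 14.5, 13.1, 12.4 and 8.52 CPM, from 305, 246, 343 and 177 UMIs. The means were 14.2 ± 2.03 CPM in controls and 12.1 ± 2.57 CPM in cKO (SD, n = 4 each), and the difference of -2.06 CPM was within the spread between libraries (two-sided exact permutation test, p = 0.314). Over the alternatives, the difference moved most without cKO replicate 13, to -0.848 CPM, followed by CPM from nuclei thinned to 2000 UMIs, with -1.04 CPM (exact permutation p = 0.457), and was -1.17 CPM without control replicate 1. Counts from the 3′ end of a transcript need not fall when internal exons are removed, so they are no direct readout of recombination. Olig2, whose promoter drives Cre, had 1 UMI in all RGC-like nuclei, in control replicate 2, and none in the other named classes.

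The share of RGC-like nuclei with a Piezo2 UMI, after thinning to 2000 UMIs, was 2.22 ± 0.381% in controls and 2.02 ± 0.418% in cKO (SD, n = 4 each; exact permutation p = 0.486). Thinning left out 79 control and 436 cKO nuclei that were shallower. Unthinned, the shares were 6.84 ± 1.02% and 5.99 ± 0.763% (SD, n = 4 each; exact permutation p = 0.229). As a background, cluster 2 had a Piezo2 UMI in 0.175% of control and 0.473% of cKO nuclei unthinned, and in 0% and 0.239% thinned. The mean of the library medians was 7983 UMIs in control and 6817 UMIs in cKO RGC-like nuclei, against 2775.0 and 2523 UMIs in cluster 2. At a depth closer to that of RGC-like nuclei, amacrine-like nuclei (5631 and 5093 UMIs) had a Piezo2 UMI in 1.73% and 1.93% unthinned.

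Composition of the sort was compared between genotypes as a share of nuclei in named clusters. RGC-like nuclei made up 68.2 ± 7.86% in controls and 67.6 ± 6.44% in cKO (SD, n = 4 each; two-sided exact permutation p = 0.886). This direction depended on which barcodes were called as nuclei, since the difference of -0.653 percentage points became 0.921 with the order-of-magnitude step alone and 0.444 with every barcode of at least 1000 UMIs. Leaving out 1 library also reversed it, to 1.80 without control replicate 2, 0.324 without control replicate 4, 1.16 without cKO replicate 10 and 0.932 without cKO replicate 13. Amacrine-like nuclei made up 13.0 ± 1.91% and 12.7 ± 3.58%, photoreceptor-like 6.23 ± 2.04% and 8.83 ± 2.20%, bipolar-like 6.15 ± 1.59% and 5.17 ± 0.976%, cluster 2 5.10 ± 1.92% and 4.53 ± 1.61%, and horizontal-like 0.984 ± 1.10% and 1.04 ± 0.802%, with exact permutation p from 0.171 to 0.943. Astrocyte-like nuclei were lower in cKO, at 0.105 ± 0.0635% against 0.336 ± 0.107% (SD, n = 4 each), from 18 and 56 nuclei. This had the smallest exact permutation p the design allows (0.0286), which was 0.2 after adjustment over 7 classes. Unnamed nuclei were 1.29 ± 0.812% of all control nuclei and 7.91 ± 8.76% of all cKO nuclei (exact permutation p = 0.429). Most of these were in cKO replicates 10 (875 nuclei) and 13 (589 nuclei).

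Expression across classes was compared within control libraries. Piezo2 was at 14.2 ± 2.03 CPM in RGC-like nuclei and 2.39 ± 0.714 CPM in the other named classes pooled (SD, n = 4), higher in 4 of 4 libraries by a mean of 11.8 CPM (exact paired permutation p = 0.13, the smallest that 4 pairs allow). Over all 8 libraries the difference was 10.3 CPM (exact paired p = 0.00781, the smallest that 8 pairs allow). Piezo2 was at 2.87 ± 1.19 CPM in amacrine-like, 4.90 ± 4.85 CPM in photoreceptor-like, 0.949 ± 1.25 CPM in bipolar-like nuclei and 0.751 ± 0.867 CPM in cluster 2 (SD, n = 4 each), each lower than RGC-like in 4 of 4 libraries (exact p = 0.13, adjusted over 6 classes 0.188). The photoreceptor-like value rested on 7 UMIs, and it was above RGC-like with nuclei from the order-of-magnitude step alone, where the difference was -4.43 CPM (exact p = 0.250). No Piezo2 UMI was found in horizontal-like nuclei (3 libraries, exact p = 0.250, adjusted 0.3). Astrocyte-like nuclei, with 1 UMI, were lower than RGC-like in 2 of 3 libraries (exact p = 0.5).

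Piezo1 (chromosome 8, 123208437 to 123278072, minus strand) was highest among the larger classes in cluster 2. That cluster had the endothelial marker Flt1 and no Müller glia marker among its 10 leading genes. Whether endothelial nuclei contributed its Piezo1 was not tested, so the cell type behind this level stays open. Its level there was 19.6 ± 10.4 CPM, from 46 UMIs, against 0.766 ± 0.181 CPM in RGC-like nuclei (SD, n = 4), higher in 4 of 4 control libraries by a mean of 18.8 CPM (exact paired p = 0.13). Over all 8 libraries the difference was 18.01 CPM (exact paired p = 0.00781). Piezo1 was at 2.85 ± 1.64 CPM in amacrine-like, 0.752 ± 1.504 CPM in photoreceptor-like and 1.09 ± 0.847 CPM in bipolar-like nuclei (SD, n = 4 each), each below cluster 2 in 4 of 4 control libraries (exact paired p = 0.13, adjusted 0.13). The astrocyte-like level of 32.9 ± 28.8 CPM (SD, n = 4) came from 4 UMIs and was not tested. A Piezo1 UMI was found in 4.94% of cluster 2 nuclei and 0.619% of RGC-like nuclei unthinned, and in 3.52% and 0.143% thinned. In cKO, cluster 2 was at 17.9 ± 7.68 CPM (SD, n = 4), with a log2 fold change of -0.17 (SE 0.40, edgeR adjusted p = 1.00).

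**Figure D1:**
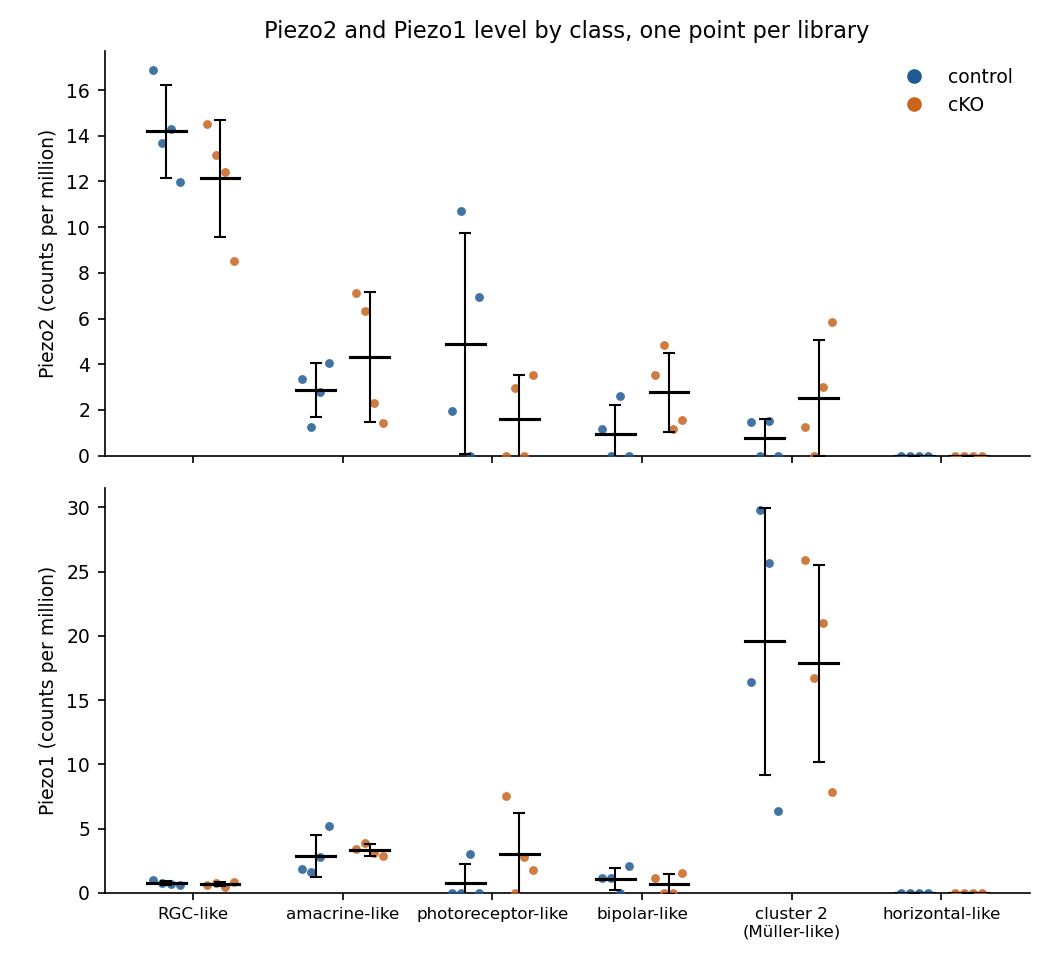
Piezo2 (top) and Piezo1 (bottom) in CPM of the summed UMIs of each class, with 1 dot per library and bars for the mean ± SD of 4 libraries of each genotype. Piezo2 averaged 14.2 CPM in control RGC-like nuclei and Piezo1 averaged 19.6 CPM in control nuclei of cluster 2.

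Piezo2 was unevenly distributed over the 35 RGC-like clusters. In control libraries 3 clusters were above 50 CPM, namely cluster 7 with 112 ± 29.7 CPM, cluster 37 with 106 ± 21.3 CPM and cluster 33 with 71.5 ± 17.1 CPM (SD, n = 4 each). The threshold was set after the levels were seen, and the next cluster was at 22.1 CPM. Together the 3 clusters held 839 of 1264 Piezo2 UMIs, or 66.4%, in 7.78% of control RGC-like nuclei. Pooled, they were at 98.6 ± 20.1 CPM, against 5.38 ± 0.774 CPM in the other 32 clusters (SD, n = 4), whose median was 3.28 CPM. Chrm2 was at 420 ± 36.3 CPM in the 3 clusters and 18.1 ± 4.45 CPM in the rest, and Chrm1 at 18.7 ± 2.59 CPM and 1.46 ± 0.382 CPM (SD, n = 4). Chrm1 was at 17.8 ± 2.58 CPM in cluster 7 and 39.5 ± 7.42 CPM in cluster 37 (SD, n = 4 each), and 0 UMIs were found in cluster 33 of control libraries. Neither gene was confined to the 3 clusters, since another RGC-like cluster reached 284 CPM of Chrm2 and another 45.3 CPM of Chrm1. In cKO, Piezo2 was at 75.9 ± 3.55 CPM in cluster 7, 96.9 ± 13.5 CPM in cluster 37 and 60.8 ± 12.9 CPM in cluster 33 (SD, n = 4 each). None of these differences passed the exact permutation test (p = 0.114, 0.629 and 0.400, and 0.343 for cluster 7 after adjustment over the 3). For the share of each RGC-like cluster among RGC-like nuclei, 0 of 35 clusters had an exact permutation p under 0.05 between genotypes before adjustment. With 4 libraries per group, a difference in a single cluster could not pass adjustment over the 35.

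**Figure D2:**
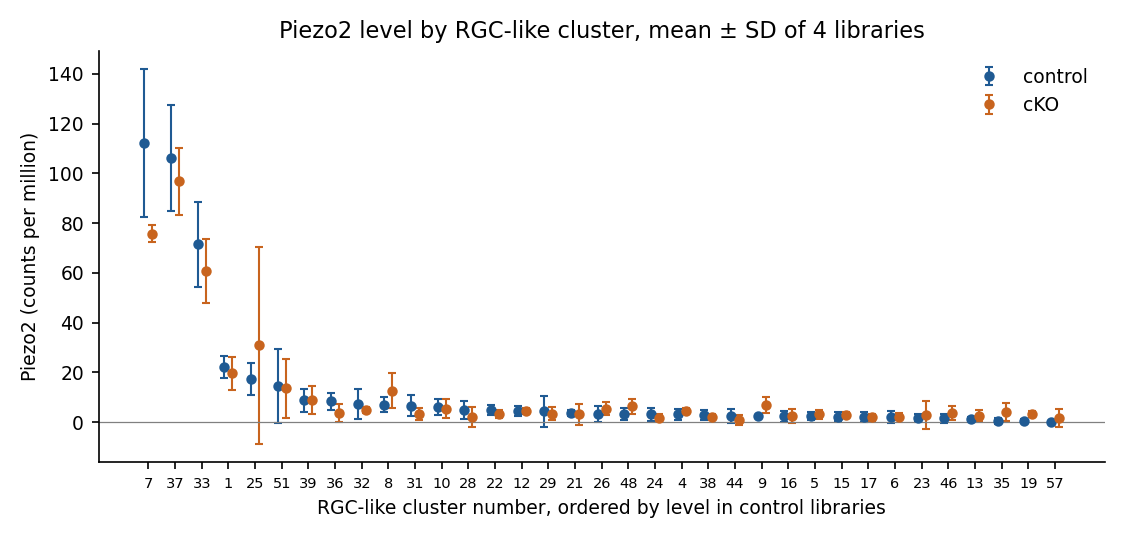
Piezo2 in CPM in each of the 35 RGC-like clusters, as the mean ± SD of 4 libraries of each genotype. Clusters 7, 37 and 33 stand above 50 CPM in control and in cKO libraries.

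Next, Piezo2-positive RGC-like nuclei of control libraries (156, 223, 198 and 129 nuclei in replicates 1 to 4) were compared with Piezo2-negative RGC-like nuclei. Of 15669 genes tested with edgeR, 646 other than Piezo2 were called, 273 higher and 373 lower in Piezo2-positive nuclei, and 2446 were at an unadjusted p under 0.05. DESeq2 called 670 genes, of which 617 were shared. Piezo2-positive nuclei were deeper, with a median of 6083 against 4897, 10995 against 8310, 9675 against 7355 and 12953 against 10884 UMIs in replicates 1 to 4. The alternative that moved the count most was thinning every nucleus to 2000 UMIs before Piezo2 status was set, which gave 179 calls, 67 higher and 112 lower, with 147 shared. Without control replicate 2 there were 390 calls, 370 of them shared. Of the 647 genes past the threshold with Piezo2 included, 640 differed in the same direction in 4 of 4 libraries, as did 27.8% of all genes tested, where chance gives 12.5%.

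The largest rises under the naming rule were in 9330158H04Rik, Chrm2, Prdm16, Gm20631 and Hmcn1. Chrm2 (chromosome 6, 36364718 to 36505582, plus strand), which encodes a muscarinic acetylcholine receptor, was at 262 ± 69.3 CPM in Piezo2-positive and 37.8 ± 1.74 CPM in Piezo2-negative nuclei (SD, n = 4), a log2 fold change of 2.82 (SE 0.14, edgeR adjusted p = 1.22e-08). The noncoding gene 9330158H04Rik (chromosome 6, 36186555 to 36367574, minus strand; log2 3.19, SE 0.25) overlaps Chrm2 on the opposite strand, so its counts are uncertain. Prdm16 (chromosome 4, 154400581 to 154721625, minus strand) was at 38.4 ± 5.49 and 5.67 ± 0.553 CPM (SD, n = 4; log2 2.77, SE 0.13, edgeR adjusted p = 4.94e-09). Hmcn1 (chromosome 1, 150438275 to 150869200, minus strand) rose by a log2 fold change of 2.52 (SE 0.19). Gm20631 (log2 2.55, SE 0.16), a noncoding gene from 150501017 to 150659250 on the plus strand, lies within Hmcn1, and both are likewise uncertain. The largest falls were in Gm15680 (chromosome 8, 100123845 to 100233402, minus strand; log2 -2.68, SE 0.31), Cacna1e (chromosome 1, 154266477 to 154760247, minus strand; log2 -2.25, SE 0.24), Foxp2 (chromosome 6, 14901287 to 15441976, plus strand; log2 -2.01, SE 0.13), Dscaml1 (chromosome 9, 45337926 to 45665010, plus strand; log2 -1.85, SE 0.17) and Grin3a (chromosome 4, 49661611 to 49845847, minus strand; log2 -1.81, SE 0.10). Each of these 10 genes had an edgeR adjusted p of 3.91e-05 or less. Foxp2 was at 43.0 ± 11.3 CPM in Piezo2-positive and 179 ± 14.9 CPM in Piezo2-negative nuclei (SD, n = 4). Gm15680 lost its call after thinning (log2 -1.89, edgeR adjusted p = 0.324, the largest over its alternatives).

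Of the 19 genes of the fixed list, 16 besides Piezo2 were tested, and 10 of them were past the threshold on p when adjusted over the list alone and 9 over all genes. Chrm1 (chromosome 19, 8640962 to 8662278, plus strand) was at 13.9 ± 3.59 CPM in Piezo2-positive and 2.11 ± 0.0985 CPM in Piezo2-negative nuclei (SD, n = 4), a log2 fold change of 2.68 (SE 0.21, edgeR adjusted p = 1.00e-06). Its call was lost after thinning, where the log2 fold change was 2.67 and the edgeR adjusted p 0.139, the largest over its alternatives. Chrm3 was lower (log2 -0.94, SE 0.12), as was Opn4 (-1.83, SE 0.34), with edgeR adjusted p of 0.000109 and 0.00332. The Opn4 fall was -0.01 without doublet removal. Eomes (log2 -1.22, edgeR adjusted p = 0.0281), Neurod2 (-1.59, 0.0306) and Cartpt (-0.74, 0.0485) were called only narrowly. Each lost its call when 1 library was left out, with adjusted p up to 0.278, 0.142 and 0.265. Eomes and Cartpt also lost their calls under 2 of 11 processing alternatives each. There the edgeR or DESeq2 adjusted p reached 0.947 and 0.412, and the Eomes fall was as small as -0.40. Tbr1 (log2 -0.84, edgeR adjusted p = 0.157), Cacna2d3 (0.25, 0.0584), Jam2, Lama2, Pde3a, Spp1 and Xist were not called. This fit had no library term, so a small difference within libraries could be missed. Tbr1, Pde3a and Xist were lower in Piezo2-positive nuclei in 4 of 4 libraries, and the others differed in direction between libraries.

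**Figure D3:**
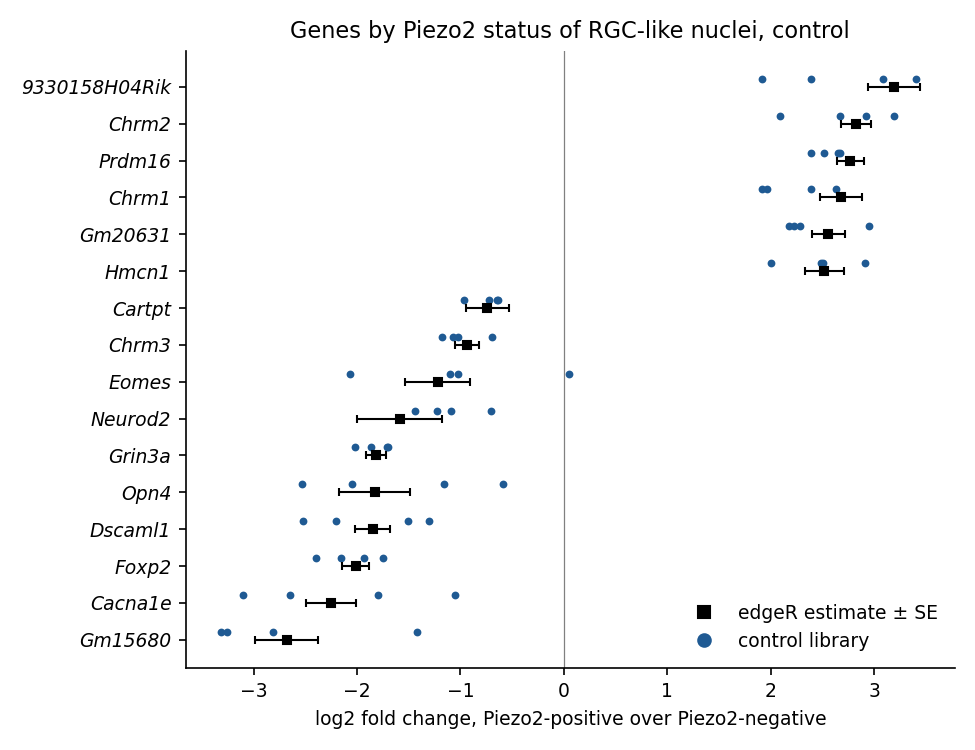
Log2 ratio of CPM, with a pseudocount of 1 CPM, in Piezo2-positive over Piezo2-negative RGC-like nuclei for 1 dot per control library, with the edgeR estimate ± SE as squares, for the named genes. Chrm2 and Chrm1 lie above 0 and Foxp2 below 0 in all 4 libraries.

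Genotypes were then compared within each class with edgeR. No gene was called in RGC-like (0 of 18167), amacrine-like (0 of 13748), photoreceptor-like (0 of 7581) or bipolar-like nuclei (0 of 9217) or in cluster 2 (0 of 8582). At an unadjusted p under 0.05 there were 604, 514, 377, 294 and 298 genes in the same order, and the smallest edgeR adjusted p was 0.866, 0.434, 0.273, 1.00 and 1.00. Genes whose control and cKO libraries did not overlap made up 3.61%, 2.81%, 2.92%, 2.65% and 2.59% of those tested, where chance gives 2.86%. In RGC-like nuclei the fitted log2 fold change of Piezo2 was -0.29 (SE 0.14, edgeR unadjusted p = 0.0675, adjusted over all genes 0.993). Over its alternatives the edgeR or DESeq2 unadjusted p ranged from 0.0254 to 0.171. DESeq2 called 3 genes in RGC-like nuclei, Hsd17b7 (log2 0.68), Lars2 (0.72) and Tbx20 (-0.53), and 3 in amacrine-like nuclei, Nr4a3 (1.52), Lars2 (0.71) and Grik1 (-0.73). It called 17 in photoreceptor-like nuclei, 16 of them lower in cKO, and 0 in bipolar-like nuclei and cluster 2. At an unadjusted p under 0.05 it gave 491, 297, 189, 117 and 142 genes in the class order above. Genes in these short lists were named after their values were seen. Without a filter on low counts edgeR called 14 genes in amacrine-like, 73 in photoreceptor-like and 25 in bipolar-like nuclei, 139 in cluster 2 and 0 in RGC-like nuclei. Without control replicate 4 it called 4 genes in photoreceptor-like nuclei, all lower in cKO, namely Crybb2 (log2 -5.13), Cryaa (-4.93), Cryab (-3.88) and Arr3 (-0.80).

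Over the fixed list alone, no gene passed in RGC-like nuclei (18 tested, smallest edgeR adjusted p 0.0562), amacrine-like nuclei (12, 0.178), cluster 2 (9, 0.552) or photoreceptor-like nuclei (6, 0.156). Adjusted over the list alone, 1 of 8 passed in bipolar-like nuclei, Lama2, with a log2 fold change of -1.16 (SE 0.31, edgeR adjusted p = 0.00973), and 0 passed over all genes. The same comparison restricted to Piezo2-positive RGC-like nuclei called 0 of 11944 genes with edgeR and 0 with DESeq2, with 528 and 256 at an unadjusted p under 0.05.

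**Figure D4:**
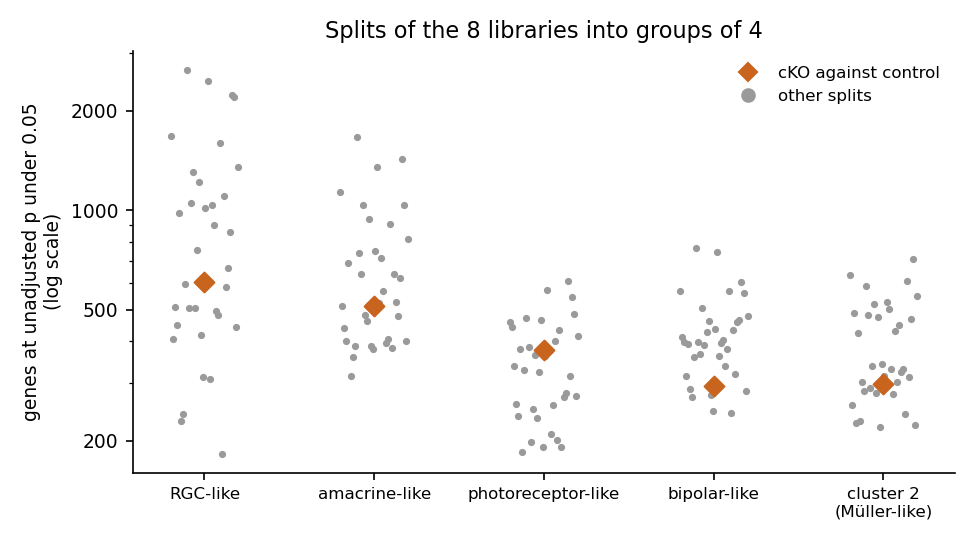
Number of genes at an unadjusted p under 0.05 (log axis) in each class for the 35 splits of the 8 libraries into 4 against 4, with the real genotype split as a diamond. In each class the real split lies within the range of the others, with 604 genes in RGC-like nuclei where the splits span 183 to 2660.

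Finally, it was asked whether the difference between Piezo2-positive and Piezo2-negative RGC-like nuclei was the same in both genotypes. Of 17410 genes, edgeR called 3 in the interaction with the library as a block, and 870 were at an unadjusted p under 0.05. Foxp2 had an interaction of 0.74 (log2, SE 0.14, edgeR adjusted p = 0.0327), with a log2 difference of -2.07 ± 0.286 in control and -1.36 ± 0.403 in cKO libraries (SD, n = 4 each). Prdm16 had -0.99 (SE 0.19, edgeR adjusted p = 0.0379), with 2.65 ± 0.132 and 1.66 ± 0.230. Gm20631 had -0.75 (SE 0.15, edgeR adjusted p = 0.0379), with 2.46 ± 0.376 and 1.78 ± 0.126. On the fixed list 1 of 17 genes, Foxp2, passed when adjusted over the list alone and 1 over all genes. These calls were not kept by every alternative, and their edgeR or DESeq2 adjusted p reached 1.00. DESeq2 called 0 genes (384 at an unadjusted p under 0.05) and edgeR without the library block called 0 (389). Without cKO replicate 11 there were 0 calls and without control replicate 3 there were 6.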

Values the study reported

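The study reported 13,485 retinal nuclei from control mice after quality control, from 24 retinae in 4 reactions with 6 retinae pooled in each. It gave an average of 3371 nuclei per reaction and 2689 detected genes per nucleus. The study described 4 RGC populations with robust Piezo2 expression, Piezo1 mainly in Müller glia, and higher Chrm1 and Chrm2 in Piezo2-expressing RGCs than in those without Piezo2. For both genotypes combined, the study reported 26,708 retinal nuclei, with an average of 3339 nuclei per reaction and 2585 detected genes per nucleus, and no differentially expressed gene between genotypes in the retina.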

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

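The tests of cluster 7, of the overall size of the Piezo2 status difference, and of RGC and lens genes in cluster 55 were chosen only after the results they examine were seen.

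The free-RNA share of the UMIs in RGC-like nuclei, estimated from rod genes, was 5.41% in cKO replicate 11, far from the 3.41% to 3.67% of the other 3 cKO libraries. Of 30 groups of 4 libraries examined for such a distant value 1 had one, and chance flags about 1 in 20 groups. The estimated free-RNA UMIs per RGC-like nucleus were 290 in cKO replicate 11, within the 280 to 324 of the other cKO libraries. Its nuclei were shallower, with a median of 4579 UMIs in Piezo2-negative RGC-like nuclei against 6676, 7228 and 8319 in cKO replicates 10, 12 and 13. The higher share therefore goes with fewer UMIs per nucleus rather than more free RNA. What made these nuclei shallower was not tested. The other 3 cKO libraries lay within the 2.11% to 4.10% of the control libraries. This argues against genotype alone as the cause of the distant value. In RGC-like nuclei edgeR called 0 genes between genotypes (604 at an unadjusted p under 0.05), and a count of 0 cannot show what the share does to it. The genes at an unadjusted p under 0.05 were 652 with free RNA subtracted, 378 with the share as a covariate and 397 without cKO replicate 11, with 0 called in each. Leaving out another library gave from 318 (without control replicate 3) to 1276 (without cKO replicate 10). The fall to 397 is therefore not particular to cKO replicate 11. DESeq2 called 3 genes on the unsubtracted counts (491) and was not run under these settings.

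The difference between Piezo2-positive and Piezo2-negative RGC-like nuclei was itself different between genotypes for 3 genes. The interaction was 0.74 for Foxp2, -0.99 for Prdm16 and -0.75 for Gm20631 (log2), each toward a smaller difference in cKO. Chance cannot be excluded, since 14 of the 35 splits of the 8 libraries, the real one included, gave as many called genes, and 7 gave as many at an unadjusted p under 0.05. One technical explanation is a lower share of cluster 7 among Piezo2-positive nuclei in cKO libraries. The tables argue against it as the whole cause for Foxp2, whose interaction was 0.66 (SE 0.14) with cluster 7 left out, and by a smaller margin for Gm20631, with -0.51 (SE 0.21). Neither was then called (edgeR adjusted p = 0.179 and 1.00, and up to 1.00 over the alternatives). For Prdm16, with -0.43 (SE 0.42), it cannot be told apart at these counts. The share of cluster 7 among Piezo2-positive nuclei was 25.8 ± 3.38% in control and 23.0 ± 0.839% in cKO (SD, n = 4 each; two-sided exact permutation p = 0.143). The relative size of the difference over 1022 genes was 0.748 ± 0.0236 in control and 0.687 ± 0.0250 in cKO libraries (SD, n = 4 each; two-sided exact permutation p = 0.0571). A difference smaller by this 8.10% for every gene would give interactions of 0.17 for Foxp2, -0.21 for Prdm16 and -0.20 for Gm20631. The measured ones were larger, but these genes were called for large interactions, so that decides nothing, and a smaller difference over all genes cannot be told apart from effects on these genes. With free RNA subtracted, 0 genes were called, with 804 at an unadjusted p under 0.05. A biological explanation by genotype stays open as untested.

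The level of Piezo2 in the unnamed cluster 55 was 262 CPM, from 100 UMIs, above the 94.9, 99.7 and 65.8 CPM of clusters 7, 37 and 33 over all libraries. Piezo1 was also high there, at 99.7 CPM from 38 UMIs. The cluster held 85 nuclei, all from control libraries and 80.0% from control replicate 3, so it has no replicate check and no comparison with cKO. RNA of RGC-like nuclei in the same droplets is argued against, since the RGC markers summed to 247 CPM there, 10.4% of their level in cluster 7. Lens fibre cells are a candidate source. All 16 genes of the lens list, 7 of which had been seen in these libraries before the list was written, were highest in cluster 55 of all clusters, and Cryaa was at 1031 CPM. The list summed to 8436 CPM there and to 8269 CPM in the empty droplets of control replicate 3. It therefore cannot tell lens nuclei from droplets with the free RNA of that library. Those empty droplets held Piezo2 at 4.60 CPM and Piezo1 at 3.28 CPM, far below cluster 55. Whether these nuclei came with the retina at dissection was not tested, and no biological explanation was tested.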

How the results depend on the processing

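The alternatives for the bipolar-like class, for Piezo2-positive nuclei between genotypes and for Piezo1 in cluster 2 against classes other than RGC-like were tests chosen only after the data were seen.

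Among genotype comparisons, edgeR called 0 genes in each class, and most alternatives left that count at 0. DESeq2 called 3 genes in RGC-like, 3 in amacrine-like and 17 in photoreceptor-like nuclei. Without a filter on low counts edgeR called 14 genes in amacrine-like, 73 in photoreceptor-like and 25 in bipolar-like nuclei, 139 in cluster 2 and 15 in Piezo2-positive nuclei. This setting adds genes with few counts, and the cause was not tested further. In amacrine-like nuclei 1 gene, Grik1, was called lower with the order-of-magnitude step alone and 1 with every barcode of at least 1000 UMIs. Leaving out 1 library gave 0 to 0 calls in RGC-like, amacrine-like, bipolar-like and Piezo2-positive nuclei and in cluster 2, and 0 to 4 in photoreceptor-like nuclei, where the 4 came without control replicate 4. No paired analysis was possible because the control and cKO libraries share no replicate number.

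For Piezo2-positive against Piezo2-negative nuclei, the 646 calls ranged from 179 with nuclei thinned to 2000 UMIs to 974 with adjusted p alone. With fewer counts after thinning, 530 of the 646 genes could be tested, and 510 kept their direction. The library as a replicate block gave 873 calls, 638 of them shared. Leaving out 1 control library gave 390 to 633 calls, with 390 without control replicate 2 and 446 without control replicate 3. In the other settings every one of the 646 genes that was tested kept its direction.

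The 3 interaction calls became 0 with DESeq2, with free RNA subtracted, with no replicate block and with thinned nuclei, 1 with no doublet removal and 13 with no filter on low counts, and 0 to 6 when 1 library was left out, with 0 without cKO replicate 11. The cause was not tested.

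The difference in RGC-like share of -0.653 percentage points reversed to 0.921 with the order-of-magnitude step alone and to 0.444 with every barcode of at least 1000 UMIs. It was -4.77 with unnamed clusters in the denominator, where cluster 3 enters, and -4.33 to 1.80 when 1 library was left out. None of these differences passed the exact permutation test. The Piezo2 level in RGC-like nuclei stayed lower in cKO under all 7 alternatives (-2.14 to -1.04 CPM) and when 1 library was left out (-2.84 to -0.848 CPM), as did the thinned share (-0.202 to -0.0206 and -0.333 to -0.0203 percentage points) and the unthinned share (-0.853), always within the spread between libraries.

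Piezo2 was higher in RGC-like nuclei than in the other classes pooled under every alternative, and Piezo1 higher in cluster 2 than in RGC-like nuclei. With all 8 libraries these differences were 10.3 and 18.01 CPM and passed the exact test, which 4 pairs cannot do. Leaving out 1 control library gave 10.9 to 12.9 CPM for Piezo2 and 15.4 to 23.1 CPM for Piezo1. Against photoreceptor-like nuclei alone, the Piezo2 difference of 9.30 CPM reversed to -4.43 CPM with the order-of-magnitude step alone. The cause was not tested, but few photoreceptor-like nuclei and Piezo2 UMIs lie behind this value.

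For 21 results of single genes (17 of Piezo2 status, 3 of its interaction with genotype and 1 of Piezo2 between genotypes), 282 of 328 values under alternatives kept their direction and side of the threshold, 46 lost their call and 0 changed sign.

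Depth limits the class levels. All photoreceptor-like nuclei of a group held 7 or fewer Piezo2 UMIs. Thinning to 2000 UMIs left out most of these nuclei (796 control and 1326 cKO nuclei).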

Other observations

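The thinning test of Piezo2 status, the split of the lens list by control library and the test of the cone share were chosen only after the results they examine were seen. The sterol, immediate early and lens lists were written after some of their genes had been seen to differ, and the tests of them used the unseen genes where that mattered.

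For the 646 genes called between Piezo2-positive and Piezo2-negative RGC-like nuclei, 1 of the 35 splits of the 8 sums, the real one, gave as many. Most of the 35 splits put both sums of some library on one side. They ignore the pairing of the sums, so the count over all 35 cannot exclude chance. Among the 8 splits that part the sums of every library, 1 gave as many, and 8 splits are too few to exclude chance. Each of the other 7 gave 0 calls. The greater depth of Piezo2-positive nuclei could raise the number of calls. With every nucleus thinned to one depth before Piezo2 status was set, 179 genes were called and 147 of the 646 were among them, which argues against depth as the whole cause. How much of the fall from 646 came from equal depth and how much from fewer counts was not tested. Whether any gene detected as often would give such a difference cannot be told apart with so few draws. Of 30 random genes detected in as many RGC-like nuclei as Piezo2, 1 gave as many calls when it was used in place of Piezo2. The median was 2 calls and 9 genes gave 0, but 7 gave at least 20% as many, among them Cgnl1 with 608, Adamtsl3 with 482 and Gm45904 with 423. With cluster 7 left out, 393 genes were called, 197 higher and 196 lower, so the difference may not lie in that cluster alone. Clusters 37 and 33, which were also high in Piezo2, stayed in this fit. It therefore cannot show whether the calls mark membership of the clusters high in Piezo2, which was not tested.

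For the genotype comparisons chance cannot be excluded. As many genes at an unadjusted p under 0.05 were found in 19 of 35 splits in RGC-like, 21 in amacrine-like, 14 in photoreceptor-like and 29 in bipolar-like nuclei, and in 25 for cluster 2, 20 for Piezo2-positive nuclei and 24 for the cones of cluster 27. Calls decide nothing here, because with 0 genes called by edgeR all 35 splits give as many by construction. Other splits gave up to 174 calls in photoreceptor-like and 90 in amacrine-like nuclei, so libraries differed in ways that genotype does not explain.

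Genes of sterol synthesis tended to be higher in cKO libraries, and 1 of them, Hsd17b7, was called by DESeq2. Of the list of 24 genes, 7 had been seen to rise. The rise was not confined to those genes, since the 17 unseen genes were all higher in cKO RGC-like nuclei. They were higher by a mean log2 difference of 0.30 in 4 of 4 libraries (two-sided exact permutation p = 0.0286, the smallest possible), and in amacrine-like nuclei by 0.34 (p = 0.0286 by the same exact test). The list was chosen for a rise in these same libraries, so its unseen genes are no independent check. The p-values were not adjusted for that choice or over lists and classes. In the other classes exact p for the unseen genes was 0.0857 to 0.714. A shift of every droplet of a library stays open. The whole list differed by 0.33 in RGC-like nuclei and by 0.12 in empty droplets (exact permutation p = 0.0571), where the unseen genes differed by 0.08 (p = 0.114), and 4 libraries per group could not settle whether empty droplets shifted too. Genotype and any batch of library preparation or dissection cannot be told apart here.

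Immediate early genes were higher in cKO amacrine-like nuclei. The 10 unseen genes of the list of 17 that were high enough to average, with 4 seen before, differed by a mean log2 of 0.64. They were higher in 4 of 4 libraries (two-sided exact permutation p = 0.0286), so the rise was not confined to the seen genes. This list too was chosen from these libraries, so the unseen genes are no independent check and p was not adjusted for the choice. In RGC-like nuclei 8 unseen genes differed by 0.33 (exact permutation p = 0.0286), but the whole list did not pass there (0.44, p = 0.0857). In photoreceptor-like nuclei the whole list passed (0.65, exact permutation p = 0.0286). The unseen genes differed by 0.46 in photoreceptor-like nuclei, 0.14 in cluster 2 and -0.02 in bipolar-like nuclei (exact permutation p = 0.0571, 0.686 and 0.943), and by 0.24 in empty droplets (p = 0.171). These genes respond to handling, and a difference between groups in dissection, before the retinae were frozen, could give such a rise. It was not tested, and a biological explanation stays open as untested.

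Lars2, Gm15564 and Cmss1 were on average higher in cKO RGC-like nuclei, by a mean log2 difference of 0.66. Alone, Lars2 and Gm15564 passed there (exact permutation p = 0.0286 each) and Cmss1 did not (p = 0.0857, 3 of 4 cKO libraries above the control mean). In empty droplets of the same libraries the mean difference was 0.61 (two-sided exact permutation p = 0.0286; for Cmss1 alone p = 0.314), consistent with a shift of every droplet of a library, of nuclei and free RNA alike. Lars2 was among the genes called by DESeq2 in RGC-like, amacrine-like and photoreceptor-like nuclei, and the only higher one of the 17 in the last.

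Crystallin genes were higher in 3 of 4 control libraries. The lens list summed to 96.8, 121 and 242 CPM in RGC-like nuclei of control replicates 1 to 3 and to 19.97 to 54.0 CPM in cKO. Control replicate 4, with 17.5 CPM, was below every cKO library, as it was in amacrine-like (10.4 CPM) and photoreceptor-like nuclei (13.9 CPM). Free RNA of lens cells may account for part of this. In empty droplets the list summed to 374, 3146, 8269 and 71.0 CPM in control replicates 1 to 4 and to 80.3 to 193 CPM in cKO. The level that free RNA would give was 93.1% of that measured in RGC-like nuclei of control replicate 2 and 105% in control replicate 3. It was only 15.9% in control replicate 1, which argues against free RNA as the main source there, and 8.55% to 30.4% in the other 5 libraries. Over all control libraries the source cannot be told apart. The list difference in RGC-like nuclei did not pass the exact permutation test (p = 0.143).

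In photoreceptor-like nuclei 16 of the 17 genes called by DESeq2 were lower in cKO, Gnat2 and Arr3 among them. Cones made up 23.8 ± 3.83% of photoreceptor-like nuclei in control and 16.8 ± 2.13% in cKO (SD, n = 4 each; two-sided exact permutation p = 0.0571). A lower share of cones could give lower cone genes, the 6 of the list having all been seen before, and cannot be told apart from a change within cones at this p. Within the cones of cluster 27 edgeR and DESeq2 called 0 genes (113 and 39 at an unadjusted p under 0.05), and within the rods of cluster 0 likewise 0 (184 and 62). Of the 16 lower genes, chosen for their fall, the median log2 difference was -0.23 within cones (16 tested) and -0.90 within rods (7 tested), which leaves both explanations open.

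Cluster 3 held 1634 unnamed nuclei with a median of 875 UMIs, 8.32% of them control. Droplets with free RNA in place of a nucleus are a candidate explanation. In each of the 3 libraries with enough of its nuclei, its profile was closer to the empty droplets than that of RGC-like nuclei. The lowest excess in the correlation across genes was 0.0663 (0.614 against 0.547, control replicate 1). Photoreceptor-like nuclei came closer in that library (0.586), and genes are not independent replicates.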
